A study of Saccharomyces cerevisiae with 36 samples.

How the data were processed

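Gene expression and ribosome occupancy were measured in budding yeast of the W303a background, in the wild type and in a double deletion mutant that lacks CTH1 and CTH2, 2 genes for RNA-binding proteins. CTH2 is listed under its standard symbol TIS11. Per the labels' protocols, cultures in synthetic complete medium were sampled before (0 h) and 3 h and 6 h after addition of 100 µM bathophenanthroline disulfonate (BPS), a chelator of ferrous iron. One part of each lysate was digested with RNase I, and the fragments protected by single ribosomes were sequenced (Ribo-seq). From another part, mRNA was captured on poly(A) beads, broken by alkaline hydrolysis and sequenced (RNA-seq). The 36 libraries form 12 groups of 3 biological replicates, set by assay, strain and hours in BPS. Group and replicate number were taken from the sample titles.

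The authors deposited one table per library with whole-number read counts for 7127 features and a feature length, and the values were used as unnormalised counts. The labels and the file headers do not name the aligner, the counting program, the genome build, the treatment of reads that match several places or the use of strand, so none of these is assumed here. Of the 7127 features, 6047 matched a name in a table of the R64 assembly of strain S288C, 6008 of them protein-coding, and 1080 did not and kept the deposited identifier. For 5955 of the 6008 protein-coding features the deposited length equalled the summed coding exons of that annotation. The assembly served only for gene names, for neighbouring genes and for the sequence downstream of stop codons. No coordinates are printed, because the build behind the counts is not stated. Counts of near-identical paralogues, subtelomeric families, tRNA genes and overlapping or antisense features are uncertain for the same reason.

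Total counts ranged from 113262 to 6571727 per RNA-seq library (median 1474766) and from 607936 to 28491058 per Ribo-seq library (median 4631432). The smallest level that 3 counts can show was 0.457 to 26.5 counts-per-million units (CPM) in RNA-seq and 0.105 to 4.94 CPM in Ribo-seq; such floors cover counting error only, since reads without molecular identifiers are not independent molecules. No 2 replicates agreed within sampling noise: over the 36 replicate pairs, a chi-square statistic on features with at least 20 summed counts was 3.88 to 228.2 per degree of freedom, so every library was counted as its own replicate.

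Differences were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 on the counts as deposited. Features passed filterByExpr with a minimum count of 10 and the 6 groups of the assay, which left 6006 features in RNA-seq and 5315 in Ribo-seq. TMM factors were computed within each assay. All 18 libraries of an assay entered one fit with a mean per group and 12 residual degrees of freedom. A change in translational efficiency (TE) was the change in Ribo-seq minus the change in RNA-seq, tested in one model of all 36 libraries with 24 residual degrees of freedom on the 5290 features that passed in both assays. In each assay and for TE, 9 contrasts were tested: 3 h and 6 h against 0 h within each strain, mutant against wild type at each time, and the difference between strains in the 3 h and 6 h response. P-values were adjusted by the Benjamini-Hochberg method within a contrast, and 0.05 was the threshold. Standard errors are the absolute log2 fold change divided by the square root of F. Levels per gene are CPM with TMM scaling, as mean ± SD over replicates.

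Gene sets were tested with camera from limma 3.58.1 on the edgeR objects, with the correlation between genes estimated per set. Lists of 27 iron-regulon, 22 respiratory-chain, 28 iron-dependent enzyme and 31 amino acid biosynthesis genes (30 of the last matched), cytosolic and mitochondrial ribosomal proteins by name, and a motif set were used. The motif set held the 412 of 5989 nuclear protein-coding genes with TTATTTAT, an AU-rich element recognised by this protein family, on the coding strand within 300 nt after the stop codon in the R64 assembly. A control set held the 355 genes with its reverse complement ATAAATAA there and not the motif. The 8 sets and 15 contrasts gave 120 tests, adjusted together.

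Genes named in the text follow a rule: 15 listed genes, plus up to 3 largest rises and 3 largest falls per comparison among genes past the threshold whose libraries did not overlap between groups (for a difference in response, whose 3 same-numbered differences had one sign). In some comparisons fewer are named, and GRX4 in Ribo-seq of the mutant was singled out, ahead of another fall, after its values were seen. The designs, gene lists, naming rule and alternatives were fixed before the data were examined. Alternatives were RLE factors, scaling by total counts, DESeq2 1.42.0, no low-count filter, only the groups compared, the replicate number as a block, for TE the lysate as a block, counts thinned to the smallest library of the assay, and leaving out each library or lysate. For gene sets they were also a preset correlation of 0.01 and a 150 nt window; removal of the deleted genes from the motif set was added after seeing the data. Groups share replicate numbers 1 to 3 in the titles, and this is the only source of the pairing; whether same-numbered libraries deviate together was measured as the mean correlation, across genes, of deviations from the group means.

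The procedures were tested on simulated counts drawn for the real genes and library sizes with 200 genes changed by 2 log2 units in wild type at 6 h. The RNA-seq test recovered 83.5% of the changed genes among 5905 tested, with 5.1% false calls, and the Ribo-seq test 81% among 5269, with 5.3% false calls. For TE, 44.7% of 199 changed genes among 5242 were recovered with 2.2% false calls, and with the lysate as a block 31.2%. Each simulated library was drawn independently, so the assays of a lysate shared no deviation, unlike the real ones. These TE values therefore cannot show which of the fits suits the real lysates. In the unchanged contrast of the same simulations edgeR called 0 genes. Scripts used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.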

Results

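RNA-seq and Ribo-seq libraries were obtained from wild-type yeast and from the cth1Δcth2Δ double deletion strain (the mutant), each before addition of the iron chelator BPS (0 h) and after 3 h and 6 h with it. Ribo-seq counts reads of mRNA fragments protected by ribosomes, and RNA-seq counts fragments of the poly(A) RNA of the same lysates. The 12 groups held 3 replicates each. The design addresses how iron deficiency changes mRNA levels and ribosome occupancy, and what part of that depends on the 2 RNA-binding proteins.

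Depth varied widely. Total counts of the RNA-seq libraries spanned a 58-fold range, and those of the Ribo-seq libraries a 46.9-fold range. The shallowest RNA-seq library was wild type 6 h replicate 1 with 113262 counts, and the shallowest Ribo-seq library was mutant 6 h replicate 3 with 607936 counts. The RNA-seq libraries of wild type at 6 h held 113262, 215168 and 5089523 counts. Features other than annotated protein-coding genes took 1.02 to 2.66% of the RNA-seq counts and 0.019 to 0.067% of the Ribo-seq counts. The 10 most abundant features took 8.42 to 15.4% and 15.2 to 21% of the counts, respectively.

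**Figure D1:**
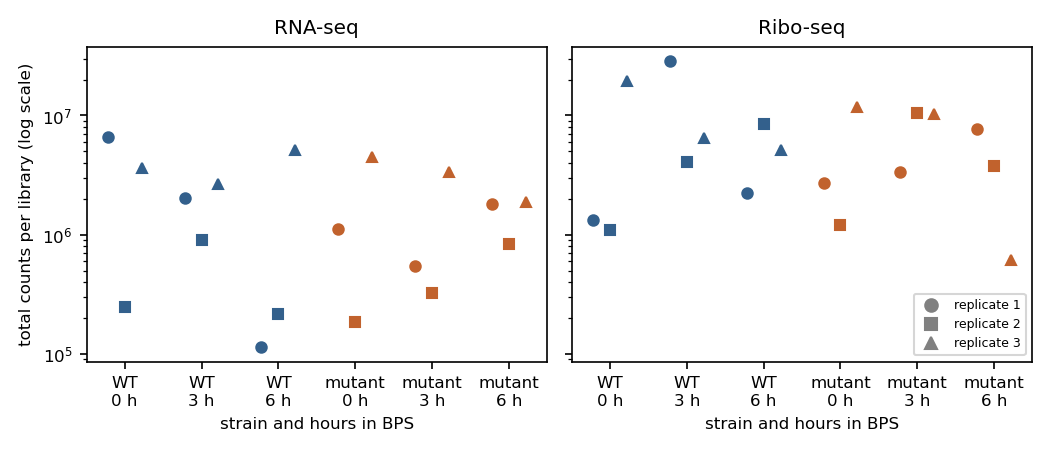
Total counts of each of the 36 libraries (vertical axis, log scale) by strain and hours in BPS, for RNA-seq on the left and Ribo-seq on the right; each symbol is one library and its shape gives the replicate number. RNA-seq totals lie between 113262 and 6571727 and Ribo-seq totals between 607936 and 28491058.

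The deleted genes were examined first. CTH1 (YDR151C) RNA was 47.6 ± 13.8 CPM (SD, n = 3) in wild type at 0 h, 26.4 ± 8.34 at 3 h and 37 ± 6.92 at 6 h. The mutant libraries held 0, 0 and 6 CTH1 reads at 0 h, 2, 0 and 0 at 3 h, and 2, 1 and 3 at 6 h. CTH1 footprints were 29.1 ± 1.82 CPM in wild type at 0 h, and the mutant libraries held 3, 1 and 3 reads there, at least 22.1-fold lower when set against the floor of 3 counts. TIS11 (YLR136C) RNA in wild type rose from 6.99 ± 2.41 CPM at 0 h to 169 ± 23.4 at 3 h and 329 ± 70.8 at 6 h, and its footprints from 6.33 ± 4.41 to 369 ± 77.2 and 1088 ± 137 CPM. In the mutant, TIS11 RNA stayed at 4.53 ± 5.25, 3.94 ± 3.01 and 6.97 ± 3.91 CPM. At 0 h TIS11 did not separate the strains, with footprints of 5.99 ± 5.32 CPM in the mutant. Its footprints in the mutant at 6 h were at or below 3 counts in each library, at least 605-fold below wild type. Its footprints in the mutant were 0.511 ± 0.346 CPM at 3 h and 1.16 ± 1.5 at 6 h, a fall from 0 h that passed the threshold at both times although the gene is deleted; the source of the reads at 0 h was not tested. Each mutant library lay below each wild-type library in CTH1 at every time and in both assays, and in TIS11 at 3 h and 6 h.

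**Figure D2:**
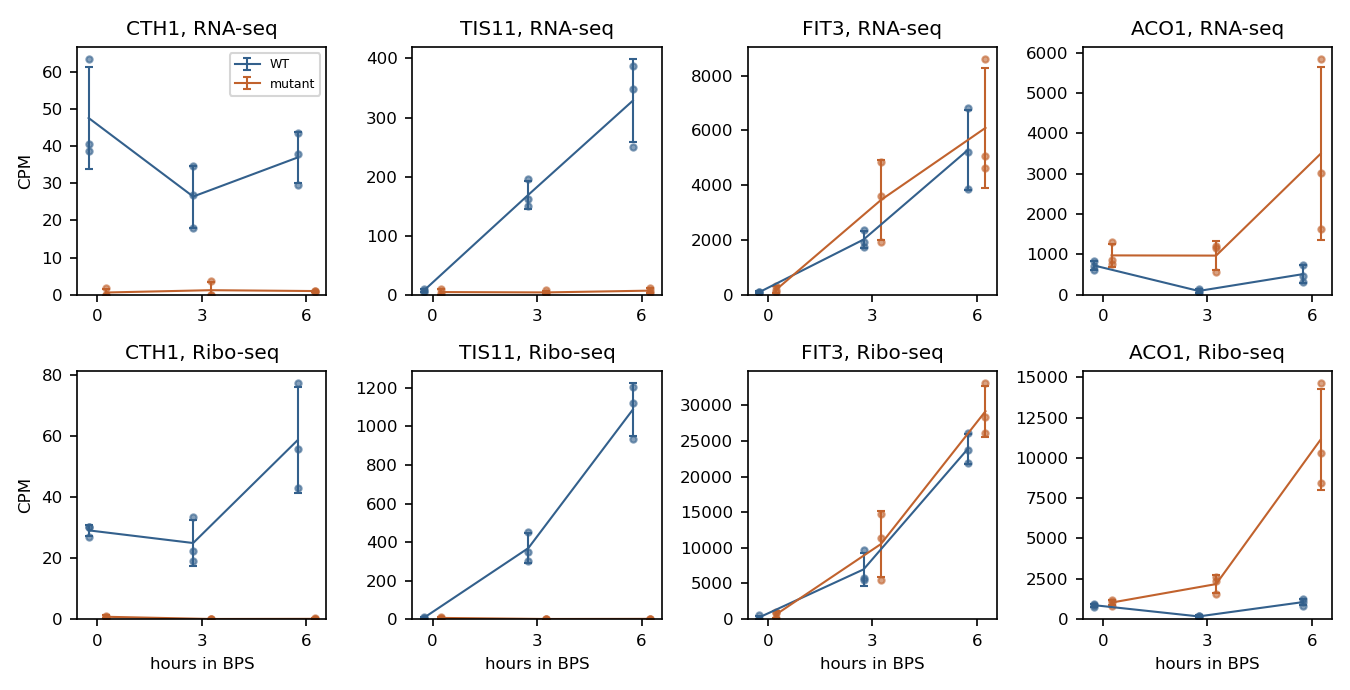
Levels of CTH1, TIS11, FIT3 and ACO1 in CPM (vertical axes, linear, from 0) against hours in BPS, in RNA-seq (top) and Ribo-seq (bottom), for wild type (blue) and mutant (orange). Points are libraries, lines join group means and bars are SD (n = 3); points of the strains are set slightly apart. Mean ACO1 footprints fell from 862 to 165 CPM in wild type at 3 h (adjusted p = 0.00111 by edgeR). In the mutant the means were 1024 and 2172 CPM, a rise that did not pass the threshold (adjusted p = 0.102 by edgeR).

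In wild type, 249 of 6006 features differed in RNA between 3 h and 0 h by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 160 higher and 89 lower. Thinning all libraries to the smallest lowered this count to 124, the largest move among the alternatives that kept all libraries. TDH1 (YJL052W) rose most, from 61.5 ± 33 to 2820 ± 3440 CPM (log2 fold change 5.49, SE 0.91, adjusted p = 0.000605), with a spread at 3 h larger than the mean and with close paralogues whose reads could be shared. CYC1 (YJR048W) fell most, from 622 ± 64.8 to 38.1 ± 28.5 CPM (log2 fold change -3.97, SE 0.68, adjusted p = 0.000862). Of the listed genes, FIT3 (YOR383C) rose from 88.2 ± 33.3 to 2015 ± 320 CPM (log2 fold change 4.56, adjusted p = 4.1e-06), and ACO1 (YLR304C) fell from 726 ± 116 to 94 ± 51.4 CPM (log2 fold change -2.93, adjusted p = 0.000535). Scaling by total counts changed the split to 239 higher and 58 lower. In the mutant, 189 features differed at 3 h, 128 higher and 61 lower, and total-count scaling gave 284 higher and 20 lower. YPL278C had the largest estimated rise (log2 fold change 6.87, adjusted p = 0.0113), but all 0 h libraries were at or below 3 counts and the rise was at least 1.01-fold against that floor. It did not pass with DESeq2. YER053C-A fell most (log2 fold change -4.26, SE 0.91, adjusted p = 0.0104), and did not pass after thinning. Total-count scaling moved the median log2 fold change of all features from 0.03 to 0.23 in wild type and from -0.03 to 0.26 in the mutant. Of the 249 features called in wild type, 105 were also called in the mutant, and 319 of the 333 called in either strain moved in one direction in both.

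At 6 h the RNA of 2155 features differed from 0 h in wild type, 1152 higher and 1003 lower, and 2323 in the mutant, 1069 higher and 1254 lower. These splits depended on the scaling. TMM factors were 0.745 to 0.873 at 0 h and 1.18 to 1.42 at 6 h, and with total counts alone the splits were 2088 higher and 484 lower in wild type and 2422 higher and 542 lower in the mutant. That scaling moved the median log2 fold change of all features at 6 h from 0.03 to 0.62 in wild type and from 0.01 to 0.71 in the mutant; the changes given here are relative to the TMM scale. With the replicate number as a block, 2277 and 2491 features passed, and same-numbered libraries of the groups compared deviated together at a mean r of 0.106 in wild type and 0.151 in the mutant. In wild type, YCL048W-A rose most; its 0 h libraries were at or below 3 counts, and the rise was at least 16.9-fold. HSP26 (YBR072W) rose from 55.2 ± 29.3 to 7890 ± 2990 CPM (log2 fold change 7.29, SE 0.69, adjusted p = 2.05e-07). The largest estimated fall, of the tRNA gene tR(ACG)L, ended at or below 3 counts and was at least 1.06-fold. In the mutant, HSP33 (YOR391C), a member of a family of near-identical genes, rose at least 2.42-fold from a 0 h level at or below 3 counts, and the tRNA gene tR(ACG)O fell at least 9.46-fold. In wild type, 198 of the 249 features called at 3 h were called again at 6 h.

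Footprints of 291 of 5315 features differed between 3 h and 0 h in wild type, 195 higher and 96 lower, against 447 with DESeq2. With the replicate number as a block 411 passed (mean r of same-numbered libraries 0.23). FRE5 (YOR384W) rose most, from 0.47 ± 0.44 to 36.9 ± 6.69 CPM (log2 fold change 6.12, SE 0.96, adjusted p = 0.00109 by edgeR). YLR108C fell most, from 12.2 ± 4.58 to 0.414 ± 0.4 CPM (log2 fold change -4.85, adjusted p = 0.00037). In the mutant, 196 features differed at 3 h, 152 higher and 44 lower, against 332 with the replicate block (mean r 0.303). FIT1 (YDR534C) rose most, from 56.6 ± 19.4 to 1969 ± 1750 CPM (log2 fold change 5.13, SE 0.74, adjusted p = 0.00133), and YER053C-A fell most (log2 fold change -4.02, adjusted p = 0.00993). At 6 h, footprints of 2809 features differed in wild type, 1515 higher and 1294 lower, and of 2698 in the mutant, 1394 higher and 1304 lower. The block gave 3129 and 2976, with a mean r of 0.17 and 0.141. YCL048W-A footprints in wild type rose at least 51.4-fold from a 0 h level at or below 3 counts. GRX4 (YER174C) fell from 42.4 ± 7.29 to 1.28 ± 1.35 CPM in wild type (log2 fold change -4.75, SE 0.64, adjusted p = 2.24e-05) and from 54.5 ± 12.2 to 0.396 ± 0.359 CPM in the mutant (log2 fold change -6.5, SE 0.77, adjusted p = 1.39e-05). The largest rise in the mutant was of PBI1 (YPL272C; log2 fold change 8.06, SE 1.92, adjusted p = 0.00246). The largest fall was of YLR339C, an unmatched feature that ended at or below 3 counts, at least 3.86-fold lower. For the mutant at 6 h, total-count scaling moved the median log2 fold change of all features from 0.07 to 0.27, with 1683 higher and 1053 lower. Across genes, which are not independent replicates, RNA-seq and Ribo-seq fold changes correlated at r = 0.79 in wild type at 3 h and 0.88 at 6 h, and at 0.62 and 0.85 in the mutant.

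Between strains, CTH1 was the only gene that differed before BPS in RNA (log2 fold change -5.21, SE 0.68, adjusted p = 0.000666), and the block also called 1 gene (mean r 0.37). CTH1 did not pass after thinning. At 3 h, 27 genes differed in RNA, 25 of them higher in the mutant, against 40 with the replicate block (mean r 0.155). Among the genes higher in the mutant, ACO1 differed most, with 971 ± 361 CPM in the mutant and 94 ± 51.4 in wild type (log2 fold change 3.36, SE 0.48, adjusted p = 0.00109). The lower genes were TIS11 (log2 fold change -5.82, adjusted p = 1.29e-06) and CTH1. At 6 h, 47 genes differed, 34 higher and 13 lower, against 69 with the block (mean r 0.284), and 14 of the 27 genes called at 3 h were called again. MYG1 (YER156C) differed most among the higher genes, 99.6 ± 34.3 against 15.7 ± 11.6 CPM (log2 fold change 2.79, SE 0.62, adjusted p = 0.0343), but did not pass after thinning. It was followed by ACO1 (log2 fold change 2.78, SE 0.47, adjusted p = 0.00721). TIS11 was again lowest in the mutant (log2 fold change -5.65, adjusted p = 8.95e-08).

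In footprints, CTH1 was also the only gene that differed between strains at 0 h, with and without the block (1 gene each, mean r 0.217). At 3 h, 46 genes differed, 43 higher in the mutant, against 65 with the block (mean r 0.495), and 24 of the 27 genes called in RNA were among them. ACO1 footprints were 2172 ± 544 CPM in the mutant and 165 ± 85.2 in wild type (log2 fold change 3.71, SE 0.39, adjusted p = 5.19e-05), and GLT1 (YDL171C) footprints were 1502 ± 192 and 114 ± 69.9 CPM (log2 fold change 3.71, SE 0.42, adjusted p = 8.5e-05). When only the groups compared entered the fit, neither passed the threshold. TIS11 had the largest fall (log2 fold change -9.32, adjusted p = 4.04e-06). At 6 h, 333 genes differed, 249 higher and 84 lower. The block gave 489 (mean r 0.34), and a fit of only the groups compared gave 99. SDH2 (YLL041C) footprints were 399 ± 205 CPM in the mutant and 22.2 ± 7.27 in wild type (log2 fold change 4.19, SE 0.41, adjusted p = 1.61e-05). HAP4 (YKL109W) footprints were 324 ± 255 and 41 ± 27 CPM (log2 fold change 2.99, SE 0.77, adjusted p = 0.0267), a difference that did not pass when only the groups compared were fitted. Of the 333 genes, 39 were among the 46 called at 3 h, and 44 of the 47 genes called in RNA at 6 h were among them. One regrouping of the 6 Ribo-seq libraries at 6 h, which exchanged wild type replicate 1 with mutant replicate 3, gave 947 genes, more than the strains did.

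The difference between strains in the response was tested as an interaction. In RNA it was past the threshold for 1 gene at 3 h, TIS11, and for 2 genes at 6 h, TIS11 and SCW11 (YGL028C; log2 difference -3.71, SE 0.67, adjusted p = 0.0367). With the replicate block 4 genes passed at 6 h (mean r 0.191). SCW11 did not pass with scaling by total counts, with only the groups compared or after thinning, and TIS11 passed at neither time after thinning. In footprints 15 genes passed at 3 h, 14 of them with a higher response in the mutant, and 158 at 6 h, 118 higher and 40 lower. The block gave 18 and 242 (mean r 0.275 and 0.192), and total-count scaling split the 6 h result into 140 higher and 17 lower. ACO1 had the largest higher response in the mutant at 3 h (log2 difference 3.46, SE 0.52, adjusted p = 0.0056) and SDH2 at 6 h (log2 difference 4.15, SE 0.53, adjusted p = 0.00118). After TIS11, GRE1 (YPL223C) had the largest lower response at 6 h, with 17.5 ± 1.79 CPM in the mutant and 289 ± 154 in wild type at that time (log2 difference -4.37, SE 1.1, adjusted p = 0.0418), and it did not pass with only the groups compared or after thinning.

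For TE, the change of footprints relative to RNA, few genes passed the threshold. Because each assay was scaled on its own, TE is set against the typical gene. A change in translation common to all genes cannot show in it. In wild type 2 genes passed at 3 h. CSS1 (YIL169C) rose (log2 change 5.69, SE 1.01, adjusted p = 0.0192 by edgeR), with footprints of 0.868 ± 0.872 and 33.1 ± 18.9 CPM, and RTC4 (YNL254C) fell (log2 change -2.68, SE 0.53, adjusted p = 0.0414) but did not pass without the low-count filter. With only the groups compared 4 genes passed, and after thinning 1. At 6 h, 15 genes passed in wild type, 5 higher and 10 lower, and 89 in the mutant, 55 higher and 34 lower, with 8 genes shared. With the lysate shared by both assays as a block, 161 and 402 genes passed, and RNA-seq and Ribo-seq of one lysate deviated together at a mean r of 0.341. Scaling by total counts, which moved the median TE change of all genes at 6 h from 0.1 to -0.4 in wild type and from 0.11 to -0.41 in the mutant, gave 3 higher and 39 lower in wild type and 12 higher and 113 lower in the mutant. XBP1 (YIL101C) had the largest rise in wild type (log2 change 3.9, SE 0.8, adjusted p = 0.0149) and GAC1 (YOR178C) in the mutant (log2 change 4.8, SE 0.94, adjusted p = 0.00785), the latter not after thinning. TLD1 (YDR275W) had the largest fall in wild type (log2 change -5.15, SE 0.96, adjusted p = 0.00522), followed by GRX4 (log2 change -4.77, SE 0.79, adjusted p = 0.00117). GRX4 had the largest fall in the mutant (log2 change -6.99, SE 0.91, adjusted p = 2.86e-05). GRX4 RNA was 158 ± 46.8 CPM at 0 h and 155 ± 74.3 at 6 h in wild type while its footprints fell. In the mutant no gene passed at 3 h, with 324 at an unadjusted p under 0.05. Between strains no gene passed at 0 h or 3 h (101 and 23 at an unadjusted p under 0.05), and 1 gene, TIS11, passed at 6 h, but not with only the groups compared or after thinning. The block by replicate number gave 0, 0 and 1 genes there (mean r 0.241, 0.173 and 0.261). The strain difference in the TE response was past the threshold for no gene at 3 h or 6 h (23 and 92 at an unadjusted p under 0.05), also with the block (0 genes each, mean r 0.102 and 0.131). The unadjusted counts were 1.9 and 0.4% of genes between strains at 0 h and 3 h, and 0.4 and 1.7% for the response. Each share is below the 0.05 that chance alone would give. This fit treated both assays of a lysate as independent although they deviated together, and the counts of 0 do not show equal TE.

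Among the 15 listed genes, adjusted over all features tested, 10 differed in RNA in wild type at 3 h and 13 when adjusted over the list alone. In footprints the numbers were 11 and 13. Between strains at 3 h, 6 differed in RNA (9 over the list) and 8 in footprints (10 over the list), and at 6 h 5 (10 over the list) and 10 (10 over the list). For the strain difference in the response, the numbers were 1 at 3 h (7 over the list) and 1 at 6 h (6 over the list) in RNA, 4 (8 over the list) and 6 (11 over the list) in footprints, and 0 (0 over the list) and 0 (1 over the list) in TE. The TE numbers for listed genes come from the fit without the lysate as a block. For TE, no listed gene passed with either adjustment in wild type, in the mutant at 3 h or between strains at 0 h. The numbers were 0 (2 over the list) in the mutant at 6 h and 0 (2 over the list) and 1 (2 over the list) between strains at 3 h and 6 h. The list includes the deleted genes CTH1 and TIS11, and both are counted between strains at 3 h and 6 h in RNA and footprints. TIS11 is the 1 gene over all features in the RNA response at each time and in TE between strains at 6 h. GCN4 (YEL009C) footprints were 245 ± 63.9, 99.2 ± 13.2 and 482 ± 98.1 CPM at 0 h, 3 h and 6 h in wild type and 566 ± 146, 273 ± 91.9 and 270 ± 168 CPM in the mutant, and the strain difference in its 6 h footprint response did not pass (log2 difference -2.05, SE 0.56, adjusted p = 0.0599; 0.00385 over the list) but did with the replicate block, with DESeq2 and after thinning.

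Of 120 gene set tests, 18 passed by limma's camera with Benjamini-Hochberg adjustment, and 17 with the replicate number as a block, all 17 among the 18 (pairing checks as above, mean r over all groups 0.088 in RNA-seq and 0.218 in Ribo-seq). A preset correlation of 0.01 between genes gave 65. In wild type at 3 h, the iron regulon was higher in RNA (27 of 27 genes, median log2 fold change 2.99, adjusted p = 0.00308) and footprints (27 of 27, 3.49, adjusted p = 0.00578), while the respiratory chain was lower in RNA (22 of 22 genes, median -1.95, adjusted p = 0.0155), with a footprint shift of the same median that did not pass (22 of 22, -1.95, adjusted p = 0.0746), and the iron-dependent enzymes were lower in both (median -1.18 in RNA and -1.17 in footprints, adjusted p = 0.0116 each). At 6 h in wild type, the iron regulon remained higher in RNA (27 of 27 genes, median 3.34, adjusted p = 0.0245) and the cytosolic ribosomal proteins were lower (1 of 135 genes higher, median -2.42, adjusted p = 0.0174); in footprints neither passed (27 of 27, 3.81, adjusted p = 0.106, and 0 of 134 higher, -2.79, adjusted p = 0.0746). Between strains at 3 h, the respiratory chain was higher in the mutant in RNA (22 of 22 genes, median 1.56, adjusted p = 0.0153), while the footprint difference did not pass (22 of 22, 1.55, adjusted p = 0.0504), and the iron-dependent enzymes in RNA (23 of 28 genes, median 0.65, adjusted p = 0.00578) and footprints (21 of 26, 1.02, adjusted p = 0.00275). At 6 h the mitochondrial ribosomal proteins were higher in the mutant in RNA (54 of 54 genes, median 1.16, adjusted p = 0.0143) and footprints (54 of 54, 1.61, adjusted p = 0.0116). The iron-dependent enzymes were higher in footprints (19 of 26, 0.86, adjusted p = 0.0247), but did not pass without the low-count filter. In RNA they did not pass (18 of 28, 0.48, adjusted p = 0.124). The respiratory chain at 6 h passed neither in RNA (22 of 22, 1.36, adjusted p = 0.0697) nor in footprints (22 of 22, 1.68, adjusted p = 0.215). In wild type at 6 h against 0 h the respiratory chain did not pass (medians -1.27 in RNA and -1.36 in footprints, adjusted p = 0.583 and 0.73). The iron-dependent enzymes did not pass there either (medians -0.64 and -0.7, adjusted p = 0.666 and 0.582).

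The 412 genes with TTATTTAT within 300 nt downstream of the stop codon shifted by small amounts at 3 h, in opposite directions in the comparisons of time and strain. In wild type at 3 h their footprints were lower (150 of 384 genes higher, median log2 fold change -0.21, adjusted p = 0.00853 by camera), and their RNA was lower by a median of the same size (151 of 398 genes higher, -0.21, adjusted p = 0.0458), a result that passed neither with the replicate block (adjusted p = 0.0737) nor with RLE factors, total counts or no filter. With total counts the median was -0.01, beside 0.23 for all features. In the mutant against wild type at 3 h they were higher in RNA (249 of 398, median 0.15, adjusted p = 0.00578) and footprints (257 of 384, 0.18, adjusted p = 0.000258), and at 6 h in footprints (236 of 384, 0.16, adjusted p = 0.00531). The RNA difference between strains at 6 h did not pass (232 of 398, 0.11, adjusted p = 0.0501). In wild type at 6 h against 0 h they passed neither in RNA (median -0.12, adjusted p = 0.898) nor in footprints (-0.14, adjusted p = 0.73). The control set with the reverse complement, ATAAATAA, passed in no contrast. No set passed in TE, which was tested without the lysate as a block.

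**Figure D3:**
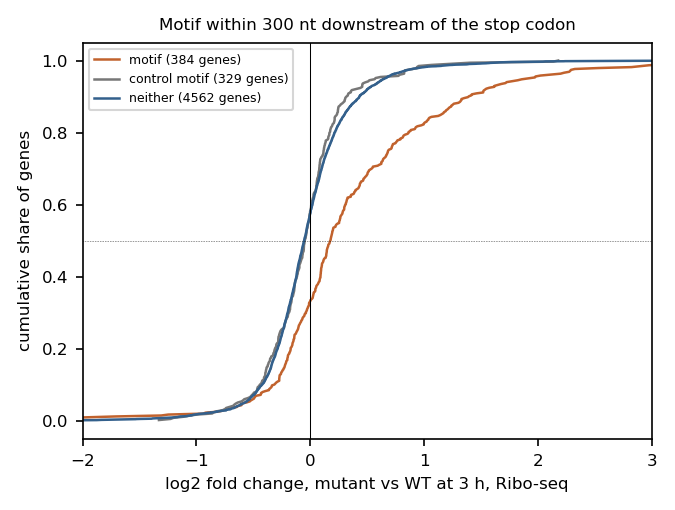
Cumulative share of genes (vertical axis) by log2 fold change of footprints in the mutant against wild type at 3 h (horizontal axis, drawn from -2 to 3), for 384 genes with the motif, 329 genes with the control motif and 4562 genes with neither. The medians are 0.18, -0.05 and -0.05; 8, 0 and 13 genes lie outside the axis.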

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

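All tests in this part were chosen after the results were seen. The results below differed between the strains by a test of the difference itself, the interaction of strain and time. Groups of 3 libraries allow no test of a single library that lies far from the others.

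In RNA the response to BPS differed between strains for 1 gene at 3 h, TIS11 (log2 difference -5.72), and for 2 genes at 6 h, TIS11 (-5.55) and SCW11. TIS11 is one of the deleted genes. Leaving out the deleted genes, 0 genes were left at 3 h and 1 at 6 h; 168 and 470 features had an unadjusted edgeR p under 0.05. When the strain labels were exchanged within replicate numbers and times, 8 of 32 splits gave as many genes at 3 h and 5 of 32 at 6 h. Each of these left the strain labels at the later time whole or exchanged all 3 of them; the 24 splits that mixed the strains at 3 h, or at 6 h, gave 0 genes.

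In footprints 15 genes differed at 3 h. TIS11 had a log2 difference of -9.13, and among the listed genes ACO1 (3.46), LEU1 (3.04) and SDH4 (2.87) had a higher response in the mutant. SDH4 did not pass after thinning. Of the 15 genes, 8 were called again after thinning to the smallest library, so a difference in depth does not account for those 8. Scaling by total counts called 15 again. TMM factors of the Ribo-seq libraries at 0 h and 3 h lay between 0.916 and 1.057, so this scaling could hardly move the result. A change of scaling shifts all genes alike. The median log2 difference was -0.055 over all genes, and the median absolute difference of the 15 was 2.66. TMM scaling draws the median over all genes towards 0, so that median alone tests nothing. A shift common to all genes could not part the 15 from the rest. The gap argues only against such a shift as the source of the 15. The lowest number called again when 1 library was left out was 5, and 5 were called in each of the 12 such fits, so beyond those 5 the count cannot be told apart from the effect of a single library. Of the 32 splits, 6 gave as many genes, with up to 31. Each of the 6 left the strain labels at 3 h whole or exchanged all 3 of them, and the 24 that mixed the strains at 3 h gave 0 genes.

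At 6 h, 158 genes differed in footprints. TIS11 had a log2 difference of -11.07, an estimate that rests on mutant libraries at or below 3 counts; its level at 6 h was at least 605-fold lower than in wild type. Among the listed genes ACO1 (3.15), SDH4 (2.74), CCP1 (2.55), LEU1 (2.35) and HEM15 (1.72) had a higher response in the mutant; CCP1 and HEM15 did not pass in each of the fits that left out 1 library. Of the 32 splits, 1, the real one, gave as many genes, and the 24 that mixed the strains at 6 h gave 0. The other splits, which left the strain labels at 6 h whole or exchanged all 3 of them, gave 79 to 108. Scaling by total counts called 135 of the 158 again. TMM factors of the Ribo-seq libraries at 0 h and 6 h lay between 0.943 and 1.146, so this scaling tests only a small shift. The median log2 difference was -0.098 over all genes, and the median absolute difference of the 158 was 1.85. The median over all genes is drawn towards 0 by TMM scaling and tests nothing alone. The gap between the medians argues only against a scaling shift common to all genes as the source of the 135. The lowest number called again when 1 library was left out was 79 of the 158, and 67 were called in each of the 12 such fits, so a single library does not account for those 67; the others did not pass in at least 1 of these fits. After thinning to the smallest library 86 genes were called, 71 of them among the 158, so a difference in depth between libraries does not account for those 71. For the rest, an effect of unequal depth and the loss of power that thinning brings cannot be told apart.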

How the results depend on the processing

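Of 205 counts under alternatives that kept all libraries, 156 were within 1.5 times the value reported and 49 were not. RLE factors moved 0 of 28. Where no value shows the cause, the cause was not tested. One alternative for the gene sets, removal of the deleted genes from the motif set, was chosen after seeing the data and gave 19 tests in place of 18.

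Thinning to the smallest library moved 15 of 27 counts, a direct measure of what depth limits. In RNA it gave 124 genes in wild type at 3 h, 1142 at 6 h, 124 and 1211 in the mutant, 0, 11 and 25 between strains at 0 h, 3 h and 6 h, and 0 for the strain difference in the 3 h and 6 h response (139, 122 and 279 genes at an unadjusted edgeR p under 0.05 where the count was 0). In footprints it gave 9 and 86 genes for the strain differences in response. For TE it gave 1 gene in wild type at 3 h, 3 at 6 h, 5 in the mutant at 6 h and 0 between strains at 6 h (27 unadjusted).

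DESeq2 gave more genes: in RNA 356 in the mutant at 3 h (194 higher, 162 lower), 49 and 108 between strains at 3 h and 6 h, and 6 and 53 for the strain differences in response; in footprints 447 and 428 at 3 h in wild type and mutant, 81 between strains at 3 h, and 33 and 269 for the differences in response; for TE 34 in wild type at 6 h and 2 between strains at 6 h. On simulated Ribo-seq counts its share of false calls was 9.4%, against 5.3% for edgeR, with 86.5 and 81% of the changed genes recovered; on simulated RNA-seq counts it was 5.1% for each, with 83 and 83.5% recovered. With only the groups compared, 1 gene was left for the RNA difference in the 6 h response, 392 in footprints of the mutant at 3 h, 18 and 99 between strains at 3 h and 6 h, 105 for the difference in the 6 h response, and for TE 4 in wild type at 3 h, 21 in the mutant at 6 h and 0 between strains at 6 h (56 unadjusted). Scaling by total counts gave 304 genes in RNA of the mutant at 3 h, 1 for the RNA difference in the 6 h response and 42 for TE in wild type at 6 h. Without the low-count filter, TE in wild type at 3 h gave 1 gene. A preset correlation gave 65 gene set tests.

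With the replicate number as a block, the counts that moved were 307 in RNA of the mutant at 3 h (mean r of same-numbered libraries 0.088), 4 for the RNA difference in the 6 h response (0.191), 332 in footprints of the mutant at 3 h (0.303), 242 for the difference in the 6 h response (0.192), and for TE 53 in wild type (0.087) and 142 in the mutant (0.092) at 6 h. The block gave 289 genes in RNA of wild type at 3 h (-0.05), 1 for the RNA difference in the 3 h response (0.077), and for TE 2 in wild type (0.054) and 0 in the mutant (0.094) at 3 h, the last with 324 genes at an unadjusted p under 0.05 without the block. The lysate as a block gave 161 and 402 genes for TE at 6 h in wild type and mutant and 3 between strains at 6 h.

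Leaving out each library in turn gave, in RNA, from 120 to 227 genes in wild type at 3 h and 1490 to 1970 at 6 h, 79 to 274 and 1892 to 2128 in the mutant, 1 to 1, 10 to 19 and 3 to 31 between strains at 0 h, 3 h and 6 h, and 0 to 2 and 0 to 48 for the differences in response. In footprints the ranges were 122 to 292 and 2417 to 2901, 47 to 198 and 2318 to 2556, 1 to 1, 29 to 46 and 194 to 554, and 5 to 13 and 81 to 348. For TE, leaving out each lysate gave 0 to 1 and 8 to 20 genes in wild type, 0 to 0 and 13 to 109 in the mutant, 0 to 0, 0 to 0 and 0 to 1 between strains, and 0 to 0 and 0 to 1 for the differences in response.

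For single genes, 57 results are named, and 33 of them had one direction and one side of the threshold in all alternatives that were run, leave-one-out fits included. The list was compiled from the naming rule after the results were seen. Some lower-ranked results were dropped and some interactions of listed genes added at the writing stage, so these shares depend on that choice. Over all 508 values of named genes under alternatives, 443 were the same, 60 no longer passed, 5 passed where the reported value did not, and 0 turned direction. The 5 belong to GCN4, the strain difference in the 6 h footprint response. The leave-one-out fits of a result enter as a lowest and a highest value with the same outcome. Their 21 losses and 1 gain are therefore counted in both, and the 508 values are not all separate. Leaving out 1 library lost 21 of the 57 in at least 1 fit, thinning 9 of 47, and fits of only the groups compared 6 of 54.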

Other observations

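The tests of depth between assays, AT content, other gene sets, number of motif sites and the iron regulon before BPS were set before their results were seen, although thinning to the smallest library had been looked at earlier. The other tests in this part, the splits included, were chosen after the results were seen.

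For each comparison of a pair of groups, the real split was set against the splits that keep the same-numbered pairs apart, 4 in all, so a share under 0.05 cannot be reached. In RNA-seq and Ribo-seq, 1 of the 4 splits, the real one, gave as many genes in each of the 14 comparisons, and the others gave 0. For TE it was 1 of 4 in wild type at 3 h and 6 h, in the mutant at 6 h and between strains at 6 h, and 4 of 4 where no gene passed: in the mutant at 3 h (324 at an unadjusted edgeR p under 0.05) and between strains at 0 h and 3 h (101 and 23). For the strain difference in the TE response, 32 of 32 splits gave as many as the 0 observed at 3 h and at 6 h (23 and 92). The other 6 splits of a pair of groups part 1 same-numbered pair. Among them, RNA between strains at 0 h gave up to 39 genes, and footprints between strains at 6 h gave 947 when wild type replicate 1 and mutant replicate 3 were exchanged.

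That last split parts the libraries by the sign of their first principal component. In the 6 h Ribo-seq libraries, the first principal component held 39.7% of the variance and placed wild type replicates 1, 2 and 3 at -34.5, 5.7 and 31.8 and the mutant replicates at -23.4, -23 and 43.3; the second held 33% and separated the strains. If the difference had arisen in Ribo-seq libraries alone, RNA-seq of the same lysates would not share it. Over all genes, deviations from the group mean in both assays of one lysate correlated at a mean r of 0.391 (0.281 to 0.624 over 6 lysates), which covers all deviations and not the first component alone. Along the first component the scores of the 2 assays, centred by group, correlated at r = 0.857, and 3 of the 36 pairings of lysates within strains gave an r as high (exact permutation p = 0.0833). An origin in the Ribo-seq libraries alone was therefore not ruled out. No biological explanation was tested.

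More genes differed between strains at 6 h in footprints (333) than in RNA (47), while 327 of 332 moved in one direction in both assays. Depth differed between the assays. With each Ribo-seq library thinned to the RNA-seq total of its lysate where that was smaller (16 libraries), 248 genes were called among 4895 tested, 209 of them also called at full depth. Depth between the assays does not account for the larger number. The common biological coefficient of variation was 0.32 in RNA-seq and 0.329 in Ribo-seq.

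Genes with TTATTTAT downstream of the stop codon were higher in the mutant at 3 h in footprints. The median of 382 such genes, 0.18, lay at percentile 100 of 10000 random lists without the motif matched on AT content and expression, whose highest median was 0.01. Without the respiratory, mitochondrial ribosomal, iron-dependent and deleted genes, 348 genes were left with a median of 0.14 and a p of 3.05e-05 by limma's camera. The control set, with the reverse complement, gave a camera p of 0.426 (median -0.05). The 65 genes with more than 1 site had a median of 1.03, 56 of them higher in the mutant, and the 317 with 1 site a median of 0.14, 201 of them higher (two-sided permutation p = 1e-05, the smallest the permutations can give). Outside the other sets, 52 genes with more than 1 site had a median of 0.7, and AT content was alike (69.2 and 69.3%). In RNA the medians were 0.87 and 0.07. The random lists and the permutation treat genes as independent, so they measure neither the spread of replicates nor the correlation between genes. Overlapping sites were counted separately, so a single longer repeat of the motif can count as more than 1 site. As a hypothesis, the size of the difference may grow with the number of sites; the annotation gives no transcript ends, so whether a site lies within the transcript was not tested.

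GRX4 and TLD1, whose TE fell at 6 h, lie beside genes whose RNA rose: the upstream neighbour of GRX4, TMT1, on the same strand, by 4.08 in wild type and 3.44 in the mutant on the log2 scale, and that of TLD1, YDR274C, on the opposite strand, by 3.99 and 3.66. For ECM32, whose TE also fell at 6 h in both strains, RNA of the upstream neighbour on the same strand, YER175W-A, changed by 0.47 in wild type and 1.1 in the mutant, and that of the downstream neighbour, BMH1, by 0.06 and -0.03. RNA of a neighbour counted in the gene could lower TE without a change in translation. Over the 38 genes with lower TE at 6 h in either strain, the median RNA change of upstream neighbours (0.18) lay at percentile 67.74 of matched random lists, and that of downstream neighbours (-0.31) at percentile 4.7. As a group, the 38 genes did not lie beside neighbours with unusually raised RNA. A group median cannot show whether a neighbour lowers TE in a part of them. For the 3 single genes the counts cannot settle it.

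Before BPS the iron regulon was higher in the mutant by a median of 0.65 in footprints (27 of 27 genes, limma camera adjusted p = 0.0815) and 0.71 in RNA (26 of 27 genes, adjusted p = 0.318), and passed the correction in neither. In footprints the unadjusted camera p was 0.0163, and it was 0.0142 with the replicate block and 0.0173 with total counts. Neither setting moved this p by much. As the difference did not pass the correction to begin with, the 2 values decide nothing about shared replicate numbers or scaling. The mean difference by replicate number was 1.8, 0.68 and 0.52 in footprints and 0.22, 0.39 and 0.92 in RNA, higher in the mutant in each.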
